A study of Mus musculus with 16 samples.

How the data were processed

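RNA was taken from CD8 T cells sorted out of TS/A tumours, a mouse mammary adenocarcinoma line grown in the mammary pad of BALB/c mice. Per the labels, the sort kept live CD45.2-positive, CD8-positive, CD4-negative cells, cDNA was made with the SMART-seq v4 kit, and tagmented libraries were made with Nextera XT. The SMART-seq kit amplifies full-length cDNA by PCR and does not mark strand or single molecules. Deposited counts were whole numbers per gene, not scaled between libraries, for 24028 genes named by Entrez identifier and symbol. STAR and the mm10 build are named in the submitters' processing notes. The counting program, its annotation and any removal of duplicate reads are not given in the sources used here. Without strand, reads of overlapping antisense genes cannot be separated, and near-identical genes (Gzmc to Gzmg, Hspa1a and Hspa1b, Ifit3 and Ifit3b, several H2 genes) can share or lose reads. Of the 24028 genes, 23968 matched a GRCm38 reference table by Entrez identifier, which supplied positions, and 27 whose symbol was a bare number took their symbol from that table.

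Groups, days, dose and replicate numbers were taken from the labels, giving 4 groups of 4 libraries. The labels do not say that the 4 libraries of a group came from separate animals, so p-values measure the spread between these samples, which may be partly technical. Whether equal numbers pair the libraries was checked by the correlation of their deviations from the group means. Between vehicle and entinostat at day 10 it was 0.259, 0.260, 0.240 and 0.270 for numbers 1 to 4, and each library matched best with its own number. The numbers were therefore taken to pair the libraries in that comparison, from the data and not from the labels, and in no other were all 4 correlations over 0.1. No pair of libraries in a group agreed within sampling noise (smallest chi-square per degree of freedom 3.28). That noise covers counting error only, since PCR copies were not marked. The value therefore does not tell whether libraries came from separate animals. Comparisons, lists, the rule for naming genes and the first set of alternatives were fixed before the data were examined.

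Total counts ran from 554593 to 6975904 per library. Precision grows with that total, and the counting error is largest for entinostat day 17 replicate 3, the library of 554593 counts. Actb, a gene of high expression, had 1618 counts in that library and 2415 to 3265 in the others, a range far narrower than that of the totals, so counts of the most abundant genes did not scale with depth. Counts scaled to a common total (CPM) were computed here with TMM scaling. Reads in olfactory and vomeronasal receptor genes, which T cells do not express, were used as a measure of reads unrelated to expression.

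Genes were kept by filterByExpr at its minimum count of 10, which left 17414. Differences were tested in R 4.3.3 with edgeR 4.0.16 by its quasi-likelihood test on all 16 libraries, with a mean per group, TMM scaling and 12 residual degrees of freedom (common biological coefficient of variation 0.38). Benjamini-Hochberg adjustment was made within each comparison at 0.05, and every adjusted p given for a gene comes from this test unless another is named. Errors of log2 fold changes are standard errors (SE), and errors of CPM are standard deviations (SD) over 4 libraries. The 35 fixed gene lists were tested with camera at a preset inter-gene correlation of 0.01, adjusted over the 32 lists with at least 5 tested genes. Counts of list members adjusted over the list alone are given beside those over all genes. List scores, the mean log2 CPM of the members with a prior count of 2, were compared with 2-sided exact permutation tests, for which the smallest p of 4 against 4 libraries is 0.029. A list of 18 plasmacytoid dendritic cell markers was added after the data were seen.

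The genes named were fixed by a rule. In each comparison it takes the 6 higher and 6 lower genes of smallest p among those of at least 16 CPM on average, leaving out receptor segments and unnamed gene models. It adds up to 4 members of smallest p from each described list, and a fixed set (Hdac1, Hdac2, Hdac3, Hdac8, Cd8a, Cd4, Mki67, Gzmb, Prf1, Ifng, Pdcd1, Tcf7 and Cdkn1a).

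On simulated counts of 16789 genes for the entinostat effect at day 17, edgeR recovered 28.4% of genes changed 1.5-fold, 55.2% of those changed 2-fold and 97.0% of those changed 4-fold, with 9 false calls. On the same counts DESeq2 made 43 false calls and limma-voom 7. For the difference of effects between days it recovered 7.46%, 35.8% and 81.8%, with 2 false calls. In a simulated entinostat comparison at day 10 with no change there were 0 false calls. Regrouping the real day 10 libraries other than by treatment gave up to 574 calls, so the simulated number need not hold for them.

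Alternatives were DESeq2 1.42.0, limma-voom 3.58.1 with sample quality weights, RLE scaling, library size alone, no filter, a minimum count of 50, a fit of only the groups compared, the replicate number as a block, and leaving out each library. For lists they were an estimated inter-gene correlation and fry, and for scores a prior count of 0.5 and the median. Added after the data were seen were a fit on the 10788 genes whose counts exceeded 5 times the background expected from receptor reads and exon length, the receptor share as a covariate, cyclic loess on those genes (tested with limma-voom), the fit on those genes without the shallowest library, and an estimated correlation on them. For entinostat at day 10 the first 2 of these were repeated with the block within each day, as were the list tests. Tables were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots with matplotlib 3.10.9.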

Results

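CD8 T cells were sorted from TS/A mammary tumours of mice given vehicle or entinostat, an inhibitor of class I histone deacetylases (HDACs). The dose was 20 mg/kg daily from day 7 after tumour injection. Tumours were taken at day 10 or day 17, which is 3 or 10 days after the first dose, with 4 libraries for each treatment and day. The series asks how the duration of treatment changes proliferation and effector function of these cells. Total counts ran from 3640768 to 4227704 with vehicle at day 10 and from 2639019 to 5709243 with entinostat at day 10. They ran from 2842099 to 6975904 with vehicle at day 17 and from 554593 to 3530961 with entinostat at day 17. Reads in olfactory and vomeronasal receptor genes, silent in T cells, made up 1432 ± 579 CPM (SD, n = 4) with vehicle and 3694 ± 2305 CPM with entinostat at day 10. At day 17 they made up 3281 ± 2025 CPM with vehicle and 5215 ± 1352 CPM with entinostat. Group means were thus higher with entinostat and at day 17, a difference not tested, and single libraries overlapped, with 583 CPM in entinostat day 10 replicate 4 and 634 CPM in vehicle day 17 replicate 1, the 2 deepest libraries. In the TMM scaling the median log2 fold change of genes above this background was −0.16 for entinostat at day 10, −0.21 for entinostat at day 17, −0.08 for vehicle over time, −0.15 for entinostat over time and −0.12 for the difference of effects, and fold changes are relative to these shifts. With library size alone the medians of the same genes were 0.00, −0.06, 0.05, −0.03 and −0.13 in that order.

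**Figure D1:**
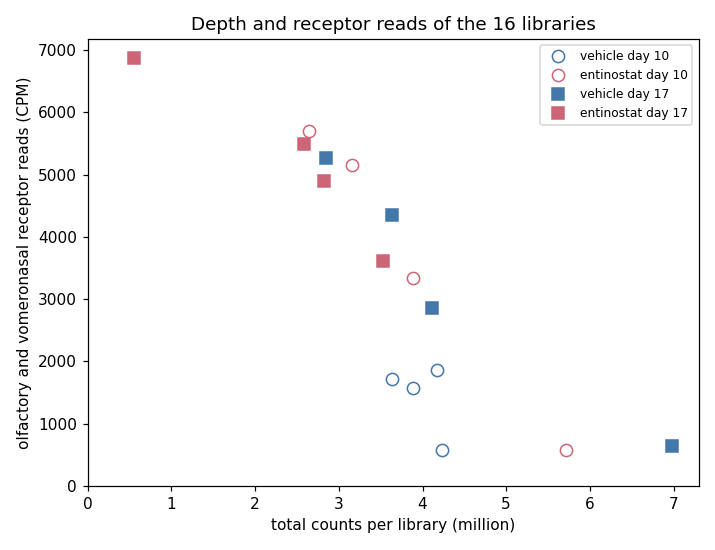
Receptor reads (CPM) against total counts for the 16 libraries, each point a library, with open circles for day 10, filled squares for day 17, blue for vehicle and red for entinostat. The shallowest library, at 554593 counts, has 6868 CPM of receptor reads, and the deepest, at 6975904, has 634 CPM.

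After 3 days of entinostat, transcripts of interferon-stimulated genes and of dendritic cells were lower in the sorted cells, list calls that were lost with an estimated inter-gene correlation, and no mitosis or DNA replication gene on the fixed lists passed. Ccr9, a gut-homing chemokine receptor (chromosome 9, 123767211 to 123783457, GRCm38, Entrez 12769), fell from 300 ± 78.1 to 71.0 ± 12.3 CPM (SD, n = 4 each), a log2 fold change of −2.08 ± 0.17 (SE; edgeR adjusted p = 5.04e-06). Rnase6, a secreted ribonuclease, fell by 2.41 ± 0.21 on the log2 scale and Cybb, a subunit of the phagocyte NADPH oxidase, by 2.34 ± 0.23. Pld4, an endolysosomal exonuclease, fell by 1.91 ± 0.19, Ifit3, an interferon-induced antiviral protein, by 2.08 ± 0.21 and Tyrobp, a signalling adaptor of myeloid and natural killer cells, by 1.73 ± 0.18. Ccr9, Rnase6 and Pld4 are on the list of plasmacytoid dendritic cell markers, so their falls cannot be assigned to the T cells. Fxyd7, a regulator of the sodium pump (chromosome 7, 31042515 to 31051454, Entrez 57780), rose from 1.24 ± 0.67 to 46.6 ± 3.97 CPM, a log2 fold change of 5.19 ± 0.46 (edgeR adjusted p = 6.90e-06). Itgam, the CD11b integrin chain, rose by 3.18 ± 0.34 log2 to 113 ± 11.2 CPM. H2-Ob, a chain of a regulator of class II peptide loading, rose by 2.57 ± 0.33 and Dennd2c, a Rab exchange factor, by 2.29 ± 0.37. Pbx3, a homeodomain protein, rose by 1.67 ± 0.24 and Bambi, a decoy receptor of the TGF-beta family, by 1.11 ± 0.18.

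Of 22 type I interferon response genes tested, 16 fell at day 10 (20 adjusted over the list alone) and 0 rose, with a median log2 fold change of −0.90. The camera test gave an adjusted p of 4.72e-18, and the adjusted p was 0.147 with an estimated correlation. Ifit1 fell by 1.56 ± 0.18, Rtp4, a chaperone of receptor trafficking, by 1.20 ± 0.16 and Bst2, the antiviral tetherin, by 1.05 ± 0.12. Bst2 is also on the list of plasmacytoid dendritic cell markers. All 7 MHC class II genes had lower means, and 3 of them passed the test (7 adjusted over the list alone; camera adjusted p = 0.00117, adjusted p = 0.467 with an estimated correlation). Among those 3, H2-Aa stood at −1.11 ± 0.28 and lost its call without vehicle day 10 replicate 1 (edgeR adjusted p = 0.0548), vehicle day 10 replicate 3 (0.0568), entinostat day 10 replicate 2 (0.0543) or entinostat day 10 replicate 3 (0.0613). H2-Aa was also not called with only the groups compared (edgeR adjusted p = 0.0625), with cyclic loess (limma-voom adjusted p = 0.179), or on genes above background without the shallowest library (edgeR adjusted p = 0.0535). Of 13 dendritic cell markers 5 fell (6 adjusted over the list alone; camera adjusted p = 1.1e-06, adjusted p = 0.431 with an estimated correlation), with Siglech, a plasmacytoid dendritic cell lectin, at −2.42 ± 0.28 and Flt3, the receptor of a dendritic cell growth factor, at −2.67 ± 0.36. The scores of these 2 lists did not pass at day 10 (exact permutation test, 2-sided p = 0.114 for class II and 0.0857 for dendritic cells, adjusted p = 0.244 and 0.211 over the lists). Vehicle day 10 replicate 2 had a class II score of 5.02, where the other 3 had 6.59 to 6.71 and entinostat libraries 4.85 to 5.96. Its dendritic cell score was 3.83, where the other 3 had 5.23 to 5.69 and entinostat libraries 3.22 to 4.48. Entinostat day 10 replicate 2, its pair by number, had the lowest entinostat score on both lists (4.85 and 3.22). In each pair of equal number both scores were lower with entinostat. The permutation test took no account of the pairs, and no paired test of the scores was run. Cd4, whose product the gate excluded, fell by 1.66 ± 0.30.

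Effector and cell cycle genes showed few calls at day 10. Of 18 cytotoxic granule genes, 2 rose and 2 fell (the same numbers adjusted over the list alone; camera adjusted p = 0.868). Gzma, a granule protease, rose by 0.77 ± 0.19, while Cst7, an inhibitor of granule cathepsins, fell by 0.64 ± 0.14 and Ctsw, a cathepsin of cytotoxic cells, by 0.52 ± 0.12. Ctsw was not called with library size alone (edgeR adjusted p = 0.0588), a minimum count of 50 (0.0761) or on the genes above background (0.121). With cyclic loess neither Ctsw nor Cst7 was called (limma-voom adjusted p = 0.0682 and 0.0561). With the replicate number within each day as a block, neither was called on the genes above background (edgeR adjusted p = 0.139 for Ctsw and 0.0630 for Cst7), and Cst7 was not with the receptor covariate (0.0892). Of 15 effector cytokines, 2 rose and 2 fell (4 and 3 adjusted over the list alone; camera adjusted p = 0.677), and Lta, a cytokine of the TNF family, rose by 1.02 ± 0.24. Perforin (Prf1) stood at 0.16 ± 0.15, Ifng at 0.27 ± 0.20, the proliferation marker Mki67 at 0.08 ± 0.21, none past the threshold. The cell cycle inhibitor gene Cdkn1a stood at 0.44 ± 0.20 and passed only without entinostat day 10 replicate 2 (edgeR adjusted p = 0.0451) or, with the replicate block within each day, on the genes above background (0.0246). Granzyme B (Gzmb) stood at 0.59 ± 0.25 (edgeR adjusted p = 0.103) and was called without the shallowest library, entinostat day 17 replicate 3 (0.0120), or without entinostat day 10 replicate 4 (0.0452). It was also called with limma-voom (adjusted p = 0.0254), with only the groups compared (edgeR adjusted p = 0.0192), with cyclic loess (limma-voom adjusted p = 0.0363), and on genes above background without the shallowest library (edgeR adjusted p = 0.00768). None of the 20 mitosis or 22 replication genes passed (camera adjusted p = 0.945 and 0.470). Of 17 naive and memory genes 1 rose and 3 fell (2 and 3 adjusted over the list alone). Cholesterol synthesis genes fell in 2 of 17 cases (9 adjusted over the list alone), with a median log2 fold change of −0.44. The camera adjusted p of that list was 9.23e-05, and the adjusted p was 0.559 with an estimated correlation. On the genes above background 0 of them fell (camera adjusted p = 0.00926). The list was not called for the difference of effects between days (camera adjusted p = 0.0508). Of 18 inhibitory receptor and exhaustion genes 3 fell (4 adjusted over the list alone; camera adjusted p = 0.0921), among them Cd38, an NAD-consuming surface enzyme, at −0.66 ± 0.14. Its score was lower with entinostat (exact permutation test, 2-sided p = 0.029, adjusted p = 0.114 over the lists). That list was called without vehicle day 10 replicate 4 (camera adjusted p = 0.0475) or without entinostat day 10 replicate 1 (0.0285). The targets Hdac1, Hdac2, Hdac3 and Hdac8 had log2 fold changes of −0.03 ± 0.11, −0.14 ± 0.11, −0.14 ± 0.12 and 0.09 ± 0.25, none past the threshold, and the first 3 were above 0 under library size alone.

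In all, 2534 of 17414 genes changed at day 10, 1328 higher and 1206 lower (52.4% higher; 76.0% higher with library size alone). Of the higher genes 983 were not above background, and on the 10788 genes above it 982 changed, 466 higher and 516 lower. Libraries of equal replicate number deviated together at day 10, and with that number as a block 1561 genes changed, 675 higher and 886 lower. With the block within each day 1160 changed, 418 higher and 742 lower, so that most of the called genes were lower. In the latter fit 663 changed on the genes above background and 830 with the receptor covariate. The number was 1079 without vehicle day 10 replicate 1, 1186 without vehicle day 10 replicate 2, 979 without vehicle day 10 replicate 3, 993 without entinostat day 10 replicate 1. It was 1456 without entinostat day 10 replicate 2, 910 without entinostat day 10 replicate 3 and 4151 without entinostat day 10 replicate 4. The lower genes, 1206 with all libraries, numbered 766 without vehicle day 10 replicate 4 and 800 without entinostat day 17 replicate 1.

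After 10 days of entinostat, transcripts of cytotoxic effector molecules were higher, DNA replication genes were higher, and interferon-stimulated, MHC class II, cholesterol synthesis and naive and memory genes were lower than with vehicle. With an estimated inter-gene correlation over all tested genes the call of the interferon list stayed and those of the others were lost. Perforin, the pore-forming granule protein encoded by Prf1 (chromosome 10, 61297751 to 61304684, Entrez 18646), rose from 147 ± 28.1 to 567 ± 99.9 CPM, a log2 fold change of 1.93 ± 0.15 (edgeR adjusted p = 3.62e-07). Gzmb rose by 2.31 ± 0.26, from 187 ± 27.2 to 943 ± 519 CPM, and Havcr2, the checkpoint receptor TIM-3 (chromosome 11, 46454931 to 46481255, Entrez 171285), rose by 2.66 ± 0.20, from 41.6 ± 3.87 to 260 ± 89.5 CPM. The chemokine Ccl9 rose by 5.78 ± 0.62, from 3.94 ± 4.74 to 223 ± 61.3 CPM, Styk1, a receptor-like kinase, by 2.55 ± 0.32 and Fxyd7 by 3.32 ± 0.42. Ccr9 fell by 2.84 ± 0.18, Tyrobp from 148 ± 22.6 to 17.5 ± 5.41 CPM, Rnase6 by 3.31 ± 0.23 log2. Pld4 fell by 2.81 ± 0.21, Bst2 by 1.62 ± 0.12 and Pip5k1c, a phosphoinositide kinase, by 1.40 ± 0.11. Ccr9, Rnase6, Pld4 and Bst2 are plasmacytoid dendritic cell markers on the list used here, so their falls cannot be assigned to the T cells. Cd4 fell by 2.75 ± 0.33.

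**Figure D2:**
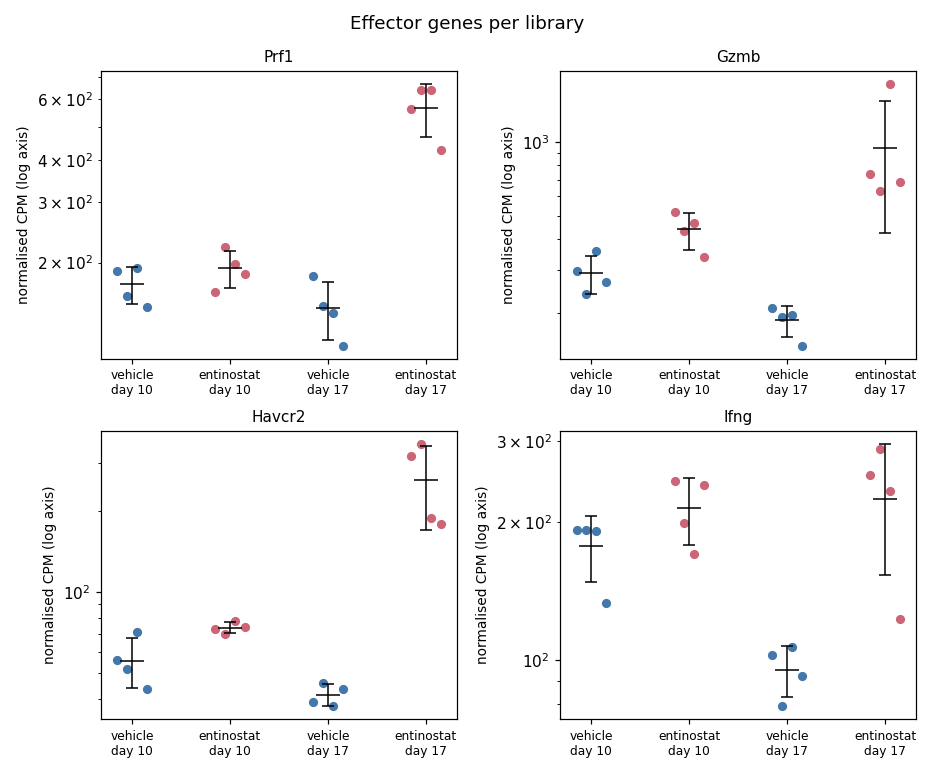
Normalised CPM (log axis) of Prf1, Gzmb, Havcr2 and Ifng in each library of the 4 groups, with points for libraries, horizontal marks for means and bars for the SD of 4 libraries. Prf1 runs from 427 to 640 CPM with entinostat at day 17 and from 114 to 183 CPM with vehicle at day 17, and the highest Gzmb value, 1719 CPM, belongs to the shallowest library, where counts of abundant genes did not scale with depth.

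Of the 18 cytotoxic granule genes, 10 rose at day 17 and 1 fell (13 and 1 adjusted over the list alone), with a median log2 fold change of 0.78. The camera adjusted p was 3.85e-09, and the adjusted p was 0.0800 with an estimated correlation, or 0.0389 with it on the genes above background. The score of the list was 7.28 ± 0.11 with entinostat and 5.59 ± 0.49 with vehicle (exact permutation test, 2-sided p = 0.029, adjusted p = 0.0914 over the lists). That p became 0.057 without entinostat day 17 replicate 1, replicate 2 or replicate 3. Vehicle day 17 replicate 1 had a score of 6.32, where the other 3 had 5.29 to 5.40 and entinostat libraries 7.14 or more. Serpinb9, an inhibitor of granzyme B, rose by 0.82 ± 0.12 and Gzma from 78.6 ± 16.8 to 191 ± 55.4 CPM. Gzmc, Gzmd, Gzme, Gzmf and Gzmg are among the 10 and are near-identical to each other, so their separate counts are uncertain. Of 15 effector cytokines, 6 rose and 0 fell (the same numbers adjusted over the list alone; camera adjusted p = 0.00253, adjusted p = 0.408 with an estimated correlation). The chemokine Ccl3 rose by 1.92 ± 0.25, interferon gamma (Ifng) by 1.23 ± 0.20 and Lta by 1.30 ± 0.24. Among 18 inhibitory receptor and exhaustion genes 8 rose and 3 fell (8 and 3 adjusted over the list alone; camera adjusted p = 0.0269, adjusted p = 0.526 with an estimated correlation). Rgs16, a brake on G protein signalling, rose by 1.26 ± 0.17 and the checkpoint receptor gene Pdcd1 by 0.51 ± 0.10. Nrp1, a semaphorin co-receptor, fell by 0.93 ± 0.12 and Ptger4, a prostaglandin receptor, by 1.32 ± 0.18. The score of this last list differed by 0.28 (exact permutation test, 2-sided p = 0.171, adjusted p = 0.289 over the lists), with vehicle day 17 replicate 1 at 6.64 where the other 3 had 6.31 to 6.35, and that of the cytokines by 0.55 (p = 0.057, adjusted p = 0.141). The camera call of the inhibitory receptor list was lost without entinostat day 17 replicate 2 (adjusted p = 0.104), vehicle day 17 replicate 2 (0.118), vehicle day 17 replicate 3 (0.0518) or vehicle day 17 replicate 4 (0.0900).

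Of 22 DNA replication genes, 14 rose at day 17 (17 adjusted over the list alone) and 0 fell (camera adjusted p = 4.79e-08, adjusted p = 0.214 with an estimated correlation). Mcm4 and Mcm6, parts of the replicative helicase, rose by 0.51 ± 0.11 and 0.62 ± 0.13, Rrm2, a subunit of ribonucleotide reductase, by 1.00 ± 0.22 and Uhrf1, which maintains DNA methylation at replication, by 0.76 ± 0.18. Of 20 mitosis genes 4 rose (4 adjusted over the list alone; camera adjusted p = 0.00517, adjusted p = 0.648 with an estimated correlation), and their score differed by 0.49 (exact permutation test, 2-sided p = 0.057, adjusted p = 0.141 over the lists). Top2a, the mitotic topoisomerase, rose by 0.81 ± 0.20, and Bub1b, a spindle checkpoint kinase, by 1.10 ± 0.29, a call lost without entinostat day 17 replicate 1 (edgeR adjusted p = 0.0612). Mki67 passed at 0.60 ± 0.20 (edgeR adjusted p = 0.0482) and lost its call without any of 8 libraries. Its edgeR adjusted p was 0.0572 without vehicle day 10 replicate 3, 0.0590 without entinostat day 10 replicate 1, 0.0624 without entinostat day 10 replicate 3 and 0.135 without entinostat day 17 replicate 1. It was 0.1 without entinostat day 17 replicate 2, 0.0935 without vehicle day 17 replicate 2, 0.0795 without vehicle day 17 replicate 3 and 0.0589 without vehicle day 17 replicate 4. Without the low-count filter it was 0.0762, and with the receptor covariate 0.0730. With the replicate block it was 0.0536, and with the block within each day 0.0697. Hdac1 rose by 0.39 ± 0.11, Hdac2 (0.09 ± 0.11), Hdac3 (−0.20 ± 0.12), Hdac8 (0.41 ± 0.25) and Cdkn1a (0.39 ± 0.21) did not pass. Hdac1 was not called without the low-count filter (edgeR adjusted p = 0.0603). Cdkn1a was called on genes above background (edgeR adjusted p = 0.0427), with cyclic loess (limma-voom adjusted p = 0.0313) and above background without the shallowest library (edgeR adjusted p = 0.0406). Hdac8 was called in the last 2 of these (limma-voom adjusted p = 0.0242 and edgeR adjusted p = 0.0369).

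Of the 22 type I interferon response genes 20 fell at day 17 (20 adjusted over the list alone), with a median of −1.54 (camera adjusted p = 1.77e-24, adjusted p = 0.0390 with an estimated correlation). Ifit1 fell from 110 ± 8.62 to 19.6 ± 2.12 CPM, Ifit3 by 2.77 ± 0.24 on the log2 scale and Irf7, the transcription factor of interferon production, by 1.71 ± 0.16. The score of the list was 4.73 ± 0.18 with entinostat and 6.27 ± 0.06 with vehicle (exact permutation test, 2-sided p = 0.029, adjusted p = 0.0914 over the lists). All 7 MHC class II genes fell (7 adjusted over the list alone; camera adjusted p = 3.85e-09, adjusted p = 0.196 with an estimated correlation), with H2-Aa at −2.30 ± 0.30, H2-Eb1 at −2.36 ± 0.38 and Cd74, the invariant chain, at −1.52 ± 0.23. Beside these, 6 of 13 dendritic cell markers fell (6 adjusted over the list alone; camera adjusted p = 4.59e-08, adjusted p = 0.214 with an estimated correlation), with Siglech at 45.8 ± 19.3 CPM against 446 ± 58.6 CPM and Cd209a, a lectin of dendritic cells, at −2.31 ± 0.40. Of 18 plasmacytoid dendritic cell markers, a list chosen after the data were seen, 17 fell at each day (17 at day 10, where 1 rose, and 18 at day 17 adjusted over the list alone).

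**Figure D3:**
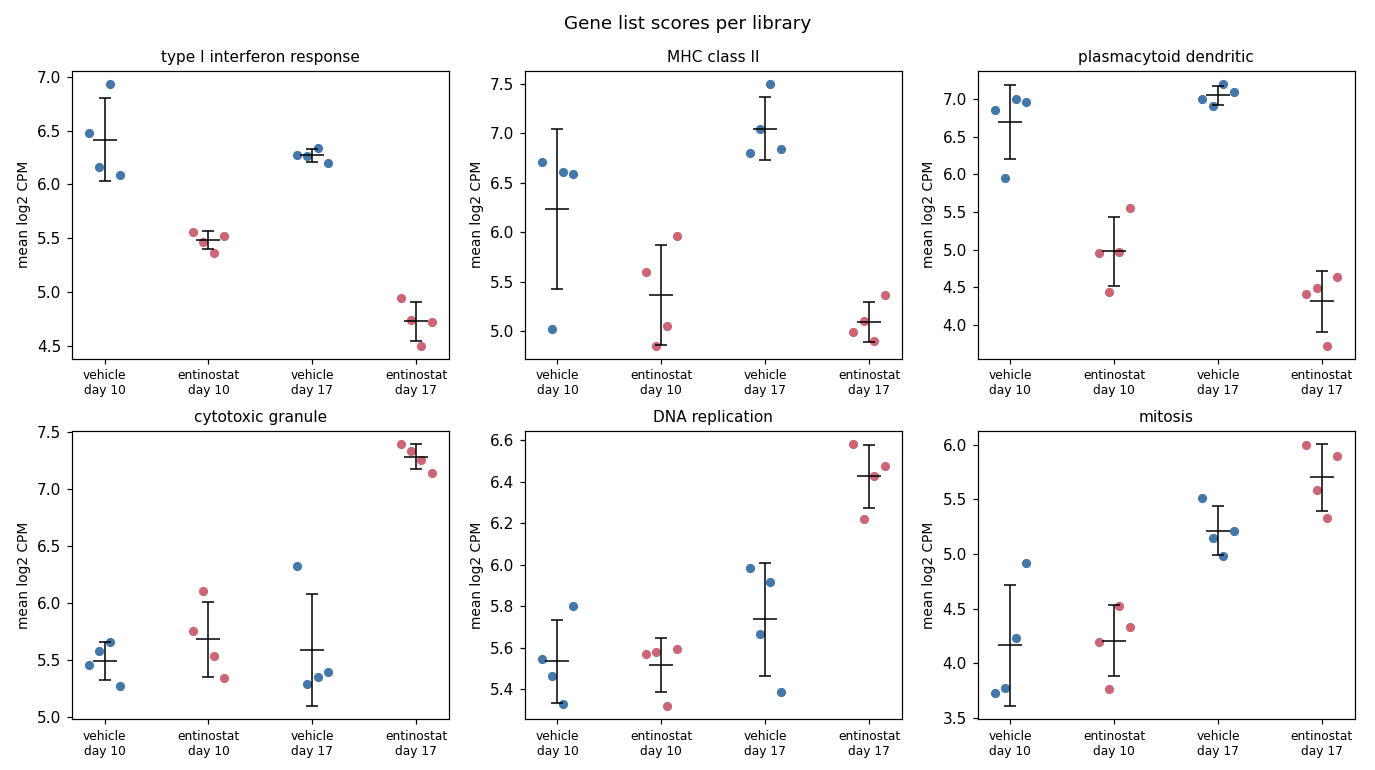
Scores (mean log2 CPM of the tested members) of 6 gene lists in each library of the 4 groups, with points for libraries, horizontal marks for means and bars for the SD of 4 libraries. The interferon score is 6.42 ± 0.38, 5.48 ± 0.08, 6.27 ± 0.06 and 4.73 ± 0.18 in the order of the axis, and the cytotoxic granule score is 7.28 ± 0.11 with entinostat at day 17.

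Of 17 naive and memory genes 10 fell at day 17 (10 adjusted over the list alone; camera adjusted p = 4.82e-06, adjusted p = 0.214 with an estimated correlation), and 4 did on the genes above background (camera adjusted p = 0.00848). Foxp1, a transcription factor of quiescence, fell by 0.77 ± 0.11, Bcl6, a repressor of memory and follicular cells, by 1.23 ± 0.25 and S1pr1, the receptor for exit from tissues, by 0.59 ± 0.12. S1pr1 was not called on the genes above background (edgeR adjusted p = 0.0589). Tcf7, a factor of stem-like T cells, stood at −0.15 ± 0.12 and did not pass. Cholesterol synthesis genes fell in 14 of 17 cases (16 adjusted over the list alone; camera adjusted p = 1.02e-07, adjusted p = 0.408 with an estimated correlation), including the regulators Srebf2 (−0.83 ± 0.12) and Insig1 (−1.31 ± 0.23) and the enzymes Mvd (−1.32 ± 0.23) and Fdps (−0.93 ± 0.20), and 8 fell on the genes above background (camera adjusted p = 7.35e-05). Of 16 glycolysis genes 5 rose and 2 fell (10 and 2 adjusted over the list alone; camera adjusted p = 0.00799, adjusted p = 0.491 with an estimated correlation), and on the genes above background 12 rose and 0 fell. Pgk1, a glycolytic kinase, rose by 0.47 ± 0.10. The shallowest library, entinostat day 17 replicate 3, had the highest glycolysis score of its group (7.86, others 7.47 to 7.62). Of 17 T cell receptor signalling genes 1, the co-receptor gene Cd6, rose (0.35 ± 0.10; 5 higher and 1 lower adjusted over the list alone; camera adjusted p = 0.118, and 0.00114 without entinostat day 17 replicate 4 or 0.0480 without vehicle day 17 replicate 1). On the genes above background 8 rose (camera adjusted p = 8.46e-05, adjusted p = 0.340 with an estimated correlation). The shallowest library also had the highest T cell receptor score of its group (8.49, others 8.08 to 8.42). Lck (0.37 ± 0.13), Cd3g (0.36 ± 0.13) and Cd3d (0.29 ± 0.10) did not pass over all genes, and passed on those above background (edgeR adjusted p = 0.0197, 0.0190 and 0.0129). They also passed with DESeq2 (adjusted p = 0.00572, 0.00940 and 0.00915), RLE scaling (edgeR adjusted p = 0.0331, 0.0325 and 0.0262), library size alone (0.0150, 0.0147 and 0.0113), a minimum count of 50 (0.0201, 0.0206 and 0.0154) and cyclic loess (limma-voom adjusted p = 0.00632, 0.00767 and 0.00628). The call of Cd6 was not made without the low-count filter (edgeR adjusted p = 0.0664). Cd8a stood at 0.24 ± 0.13 and was called without entinostat day 17 replicate 4 (edgeR adjusted p = 0.0347), with DESeq2 (adjusted p = 0.0459), with library size alone (edgeR adjusted p = 0.0441), on genes above background (0.0453) and with cyclic loess (limma-voom adjusted p = 0.0370).

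At day 17, 3190 of 17414 genes changed, 922 higher and 2268 lower (28.9% higher). Of the higher genes 607 were not above background. The share higher was 40.7% with RLE scaling, 48.2% with library size alone, 39.7% on the genes above background and 48.3% with cyclic loess on them. The number was 1969 without entinostat day 17 replicate 4, 1946 without vehicle day 17 replicate 1 and 1974 without vehicle day 17 replicate 3, and 1986 on genes above background without the shallowest library. The higher genes numbered 579, 573 and 547 without entinostat day 17 replicate 1, replicate 3 (the shallowest library) and replicate 4. They numbered 590 and 437 without vehicle day 17 replicate 1 and replicate 3, and 1395 without entinostat day 10 replicate 4. Of the genes higher at day 10 and at day 17, 226 were shared where independent lists would share 70.3, and of the genes lower at both days 728 were shared against 157. These overlaps were counted over all tested genes. Receptor reads had higher group means with entinostat at both days, so background reads may add to the shared higher genes.

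The difference between the effects at the 2 days was tested directly. Prf1 had a larger rise at day 17 than at day 10 by 1.78 ± 0.21 log2 (edgeR adjusted p = 0.00138) and Havcr2 by 2.26 ± 0.27. Rgs16 differed by 1.81 ± 0.24 and was lower at day 10 (−0.55 ± 0.17), a call lost without any 1 of 10 libraries. That call was also lost with library size alone (edgeR adjusted p = 0.117), a minimum count of 50 (0.0956), only the groups compared (0.0630), the receptor covariate (0.0836) and on genes above background (0.129), there also without the shallowest library (0.126) and with the block within each day (0.0604). Cyclic loess ended it too (limma-voom adjusted p = 0.192). Mbd2, a reader of methylated DNA, differed by 1.86 ± 0.28, Ybx3, a cold shock domain protein, by 1.38 ± 0.23 and Setd8, a histone H4 methyltransferase, by 1.37 ± 0.23, and these 3 fell at day 10 by 0.87 ± 0.20, 0.64 ± 0.16 and 1.02 ± 0.16. In the opposite direction were Tnfrsf25, the death receptor 3, at −2.67 ± 0.40 and Cd83, an activation marker, at −2.62 ± 0.44. So were Tbc1d4, a regulator of glucose transporter traffic, at −1.74 ± 0.27, Nrp1 at −1.10 ± 0.17 and Fosl2, an AP-1 factor, at −0.97 ± 0.16. Hs3st3b1, a heparan sulfate sulfotransferase, was at −1.07 ± 0.19 and lost its call without vehicle day 10 replicate 1 (edgeR adjusted p = 0.0583) or entinostat day 17 replicate 1 (0.0629). Its call was also lost with the replicate block within each day (0.0685). Gzmb differed by 1.71 ± 0.35 (edgeR adjusted p = 0.0423), a call kept only without vehicle day 10 replicate 2, entinostat day 17 replicate 2, replicate 3 or replicate 4, or vehicle day 17 replicate 1. In the other 11 runs its edgeR adjusted p reached 0.0828 without vehicle day 10 replicate 3.

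Of the 18 cytotoxic granule genes, Prf1 and Gzmb passed this test of the difference and 8 did adjusted over the list alone (median 0.53; camera adjusted p = 3.36e-15, adjusted p = 0.0190 with an estimated correlation, and 0.0593 with it on the genes above background). Glycolysis genes had 2 calls, Pgk1 and Tpi1 (10 adjusted over the list alone; camera adjusted p = 2.39e-15, adjusted p = 0.0190 with an estimated correlation, and 0.0593 with it on the genes above background). Both calls were lost without the low-count filter (edgeR adjusted p = 0.0686 for Pgk1 and 0.0575 for Tpi1), that of Pgk1 also without any 1 of 11 libraries and that of Tpi1 without any 1 of 12. The replicate block ended both too (0.0656 for Pgk1 and 0.0689 for Tpi1), and the block within each day that of Pgk1 (0.0796). At day 10 alone 4 glycolysis genes fell (4 adjusted over the list alone; camera adjusted p = 0.000888, adjusted p = 0.431 with an estimated correlation), and 1 did on the genes above background (camera adjusted p = 0.264). Of the replication genes Mcm5 alone passed (edgeR adjusted p = 0.0494), and 14 single libraries each ended that call, with 0.0501 without entinostat day 10 replicate 2 as the lowest adjusted p and 0.119 without entinostat day 17 replicate 1 as the highest. It was also lost without the low-count filter (0.0816) and with the replicate block (0.0683). On the genes above background 9 passed, Mcm6, Mcm4 and Mcm3 among them (edgeR adjusted p = 0.0147, 0.0118 and 0.0320, where over all genes it was 0.0503, 0.0799 and 0.0799). These 3 also passed with DESeq2 (adjusted p = 0.000286, 0.000260 and 0.00277), limma-voom (0.00995, 0.0245 and 0.0348), RLE scaling (edgeR adjusted p = 0.0235, 0.0242 and 0.0459), a minimum count of 50 (0.0162, 0.0113 and 0.0326) and cyclic loess (limma-voom adjusted p = 0.0466, 0.0397 and 0.0452). Mcm6 and Mcm4 passed with library size alone (edgeR adjusted p = 0.0352 and 0.0429) and the receptor covariate (0.0286 and 0.0475). Mcm6 also passed with the replicate block within each day (0.0306). Of the list 12 passed adjusted over the list alone (camera adjusted p = 2.51e-16, adjusted p = 0.0548 with an estimated correlation). Among mitosis genes 0 passed, with 0 adjusted over the list alone (camera adjusted p = 5.85e-05, adjusted p = 0.345 with an estimated correlation), and Mki67 differed by 0.52 ± 0.29. Inhibitory receptor genes had 3 calls upward and 1 downward (5 and 2 adjusted over the list alone; camera adjusted p = 2.73e-08, adjusted p = 0.0624 with an estimated correlation). Naive and memory genes had 0 calls (8 lower adjusted over the list alone; camera adjusted p = 3.13e-07, adjusted p = 0.115 with an estimated correlation), and S1pr1, at −0.75 ± 0.17, was called without vehicle day 10 replicate 2 (edgeR adjusted p = 0.0396) or entinostat day 17 replicate 3 (0.0472), and with DESeq2 (adjusted p = 0.00768) or limma-voom (adjusted p = 0.0169). It was also called with library size alone (edgeR adjusted p = 0.0498), the receptor covariate (0.0447), on genes above background without the shallowest library (0.0391) and with cyclic loess (limma-voom adjusted p = 0.00869). Interferon response genes had 0 calls (6 lower adjusted over the list alone; camera adjusted p = 4.9e-05, adjusted p = 0.275 with an estimated correlation). On the genes above background 2 passed, Irf7 and Ifi27l2a (edgeR adjusted p = 0.0374 and 0.0483). Both also passed with DESeq2 (adjusted p = 0.00711 and 0.0121). Irf7 passed with library size alone (edgeR adjusted p = 0.0415) and a minimum count of 50 (0.0473), and Ifi27l2a with the receptor covariate (0.0447). T cell receptor genes had 0 calls (8 higher adjusted over the list alone; camera adjusted p = 3.01e-09, adjusted p = 0.123 with an estimated correlation). With DESeq2 Cd6, Cd8a, Cd3g and Thy1 were called (adjusted p = 0.00640, 0.0220, 0.0486 and 0.0177). Thy1 was also called with limma-voom (adjusted p = 0.0383), a minimum count of 50 (edgeR adjusted p = 0.0482) and on the genes above background (0.0349). At day 10 alone 2 of the T cell receptor genes fell (1 adjusted over the list alone; camera adjusted p = 0.00456, adjusted p = 0.571 with an estimated correlation). On the genes above background 0 did so at day 10 (camera adjusted p = 0.775). Ifng differed by 0.96 ± 0.28, with a call only without entinostat day 17 replicate 4 (edgeR adjusted p = 0.0243) or with DESeq2 (0.0121). Pdcd1 differed by 0.58 ± 0.14 (edgeR adjusted p = 0.0799, DESeq2 adjusted p = 0.00290).

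In total 82 genes differed, 38 upward and 44 downward (46.3% upward; 58.5% with RLE scaling), and 329 did on the genes above background. With the replicate block 39 differed, and with the block within each day 34 did, 20 upward and 14 downward. Of the 38 upward genes 28 were called higher at day 17 and 26 were called lower at day 10, in the TMM scaling, where 1206 genes were lower at day 10 (504 with library size alone). Of the 44 downward genes 39 were called lower at day 17 and 6 higher at day 10. Without single libraries the number was 18 (vehicle day 10 replicate 1), 42 (vehicle day 10 replicate 2), 14 (vehicle day 10 replicate 3) and 35 (vehicle day 10 replicate 4). It was 21 (entinostat day 10 replicate 1), 16 (entinostat day 10 replicate 3), 50 (entinostat day 10 replicate 4), 16 (entinostat day 17 replicate 1) and 30 (vehicle day 17 replicate 3).

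With vehicle, 6 of 20 mitosis genes were higher and 7 of 16 immediate early and dissociation genes lower at day 17 than at day 10, and both list calls were lost with an estimated inter-gene correlation. Synpo, an actin-binding protein, rose from 22.6 ± 8.03 to 76.5 ± 4.47 CPM (log2 fold change 1.76 ± 0.23, edgeR adjusted p = 0.00163). Il1r2, a decoy receptor of interleukin 1, rose by 2.91 ± 0.49, Fbn1, an extracellular matrix protein, by 3.22 ± 0.55. Kiz, a centrosome protein, rose by 1.08 ± 0.18, Aspm, a spindle pole protein, by 1.54 ± 0.27 and Eno2, a glycolytic enolase, by 1.66 ± 0.29. Dnajb1, a heat shock co-chaperone, fell from 266 ± 21.8 to 134 ± 13.4 CPM (−0.99 ± 0.10). Mxd1, an antagonist of MYC, fell by 0.92 ± 0.12, Mex3c, an RNA-binding ubiquitin ligase, by 1.34 ± 0.17. Zdhhc18, a palmitoyltransferase, fell by 0.72 ± 0.09, Coq10b, a coenzyme Q binding protein, by 0.82 ± 0.11 and Tnks2, a tankyrase, by 0.73 ± 0.10.

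Of 20 mitosis genes 6 rose with vehicle (17 adjusted over the list alone; camera adjusted p = 4.01e-09, adjusted p = 0.301 with an estimated correlation). Mki67 rose by 0.95 ± 0.21, a call lost without vehicle day 10 replicate 1 (edgeR adjusted p = 0.0502) or vehicle day 10 replicate 2 (0.0563). Of 22 replication genes 1 rose (0 adjusted over the list alone; camera adjusted p = 0.364). Among 16 immediate early and dissociation genes 7 fell (9 adjusted over the list alone; camera adjusted p = 3.81e-07, adjusted p = 0.301 with an estimated correlation), with the near-identical Hspa1a and Hspa1b at −2.60 ± 0.38 and −2.40 ± 0.37. Of 17 T cell receptor genes 6 fell (10 adjusted over the list alone; camera adjusted p = 2.15e-09, adjusted p = 0.301 with an estimated correlation), including the kinase gene Fyn at −0.44 ± 0.09, a call lost without vehicle day 10 replicate 3 (edgeR adjusted p = 0.0518), on genes above background (0.0525) or with cyclic loess (limma-voom adjusted p = 0.262). On the genes above background 1 of the 17 fell, and the calls of Lat, Cd6 and Cd5 were also lost with cyclic loess (limma-voom adjusted p = 0.260, 0.588 and 0.163). Cytotoxic granule genes rose in 2 cases and fell in 3 (4 and 7 adjusted over the list alone; camera adjusted p = 0.00486, adjusted p = 0.320 with an estimated correlation), with Serpinb9 at −0.62 ± 0.12 (not called with cyclic loess, limma-voom adjusted p = 0.138). Gzme, a member that rose, lost its call with limma-voom (adjusted p = 0.691) and with the replicate block (edgeR adjusted p = 0.0676). The granule score of vehicle day 17 replicate 1 was 6.32, where the other 3 had 5.29 to 5.40. Ifng fell by 0.89 ± 0.20, a call lost without vehicle day 10 replicate 3 (edgeR adjusted p = 0.0682) or vehicle day 17 replicate 2 (0.0559), or with cyclic loess (limma-voom adjusted p = 0.0859). Naive and memory genes fell in 3 of 17 cases (6 adjusted over the list alone; camera adjusted p = 0.00286, adjusted p = 0.311 with an estimated correlation). Tcf7 was among them at −0.42 (edgeR adjusted p = 0.0463), a call lost with RLE scaling (0.0659) or library size alone (0.154), among other fits. Of 14 stromal and endothelial markers 5 rose (7 adjusted over the list alone; camera adjusted p = 0.00119, adjusted p = 0.301 with an estimated correlation). Collagen Col3a1 stood at 192 ± 352 CPM at day 17, a call lost without vehicle day 10 replicate 2 (edgeR adjusted p = 0.0549), vehicle day 10 replicate 3 (0.0644) or vehicle day 17 replicate 4 (0.0842). It was also lost with limma-voom (adjusted p = 0.0854), with only the groups compared (edgeR adjusted p = 0.0671), the receptor covariate (0.0551) or cyclic loess (limma-voom adjusted p = 0.496), and DESeq2 gave no adjusted p for it. Of 6 tumour epithelial markers tested 0 passed (0 adjusted over the list alone; camera adjusted p = 0.0447 upward, adjusted p = 0.320 with an estimated correlation), and their score went from 2.07 ± 1.14 to 3.56 ± 0.65 (exact permutation test, 2-sided p = 0.0857). Vehicle day 10 replicate 4 had the highest score of its group both on these (3.71) and on mitosis (4.92). Of 12 macrophage and monocyte markers 0 passed (0 adjusted over the list alone; camera adjusted p = 0.0162 upward, adjusted p = 0.311 with an estimated correlation). In all 961 genes changed, 329 higher and 632 lower (34.2% higher; 59.4% with library size alone), and 531 did on the genes above background. Of the 329 higher genes 215 were not above background. The number of changed genes was 488, 367, 212 and 1693 without vehicle day 10 replicates 1, 2, 3 and 4. It was 2699, 340 and 631 without vehicle day 17 replicates 1, 2 and 3, and was 1816 without entinostat day 10 replicate 4.

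With entinostat, the cells at day 17 had higher cell cycle, granule and glycolysis transcripts than at day 10, list calls that were lost with an estimated inter-gene correlation. Prf1 rose by 1.55 ± 0.15 log2 (edgeR adjusted p = 9.08e-06), Rgs16 by 1.67 ± 0.17, Havcr2 by 1.84 ± 0.19. Mad2l1, a spindle checkpoint protein, rose by 1.38 ± 0.17, Myo10, an unconventional myosin, by 2.68 ± 0.34 and Uhrf1 by 1.41 ± 0.18. Fosl2 fell from 687 ± 63.6 to 214 ± 17.5 CPM (−1.69 ± 0.12, edgeR adjusted p = 2.80e-07). Hs3st3b1 fell by 1.63 ± 0.14, Gna13, a G protein subunit, by 1.18 ± 0.10. Dusp10, a MAP kinase phosphatase, fell by 1.43 ± 0.13, Fam65b, an inhibitor of RhoA, by 1.13 ± 0.10 and Tcp11l2 by 1.11 ± 0.10. Of 20 mitosis genes 17 rose (18 adjusted over the list alone; camera adjusted p = 6.56e-17, adjusted p = 0.131 with an estimated correlation), with Mki67 at 1.47 ± 0.21, Top2a at 1.34 ± 0.21 and Cdk1, the mitotic kinase, at 1.60 ± 0.28. Of 22 replication genes 14 rose and 1 fell (19 and 1 adjusted over the list alone; camera adjusted p = 7.68e-15, adjusted p = 0.130 with an estimated correlation), with Cdc6, a licensing factor, at 2.52 ± 0.39 and Mcm5 at 1.01 ± 0.13. Cytotoxic granule genes rose in 9 of 18 cases (9 higher and 1 lower adjusted over the list alone; camera adjusted p = 8.72e-06, adjusted p = 0.149 with an estimated correlation), with Gzmb at 1.08 ± 0.25. Glycolysis genes rose in 9 of 16 cases and fell in 1 (10 and 2 adjusted over the list alone; camera adjusted p = 2.92e-06, adjusted p = 0.149 with an estimated correlation), with Tpi1, an isomerase of the pathway, at 1.09 ± 0.14. Naive and memory genes fell in 13 of 17 cases (13 adjusted over the list alone; camera adjusted p = 1.48e-12, adjusted p = 0.123 with an estimated correlation). Among them were S1pr1 at −1.09 ± 0.12, Foxo1, a factor of quiescence, at −0.90 ± 0.12, Slamf6, a marker of progenitor cells, at −0.82 ± 0.12 and Tcf7 at −0.63 ± 0.12. Of 16 immediate early and dissociation genes 5 fell (6 adjusted over the list alone; camera adjusted p = 0.000323, adjusted p = 0.287 with an estimated correlation), with Dnajb1 at −0.99 ± 0.11. Of 14 stromal and endothelial markers 1 rose and 1 fell (1 and 1 adjusted over the list alone; camera adjusted p = 0.0309 upward, adjusted p = 0.603 with an estimated correlation), and their score went from 3.20 ± 0.55 to 4.57 ± 0.42 (exact permutation test, 2-sided p = 0.029, adjusted p = 0.102 over the lists). The tumour epithelial score went from 2.98 ± 0.70 to 3.90 ± 0.77 (exact permutation test, 2-sided p = 0.114). Pdcd1 rose by 0.39 ± 0.10, a call lost without entinostat day 10 replicate 2 (edgeR adjusted p = 0.0568), entinostat day 10 replicate 4 (0.0705) or entinostat day 17 replicate 3 (0.0509). In all 2393 genes changed, 568 higher and 1825 lower (23.7% higher; 43.3% with library size alone, 41.2% on genes above background and 52.5% with cyclic loess on them). Of the 568 higher genes 237 were not above background. The higher genes numbered 336 without entinostat day 10 replicate 2, 372 without entinostat day 17 replicate 1 and 350 without entinostat day 17 replicate 4. Between the changes over time with vehicle and with entinostat, 52 higher genes were shared against 10.7 for independent lists, and 363 lower genes against 66.2. These overlaps too were counted over all tested genes.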

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

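The tests of explanations given here were chosen after the results were seen, except for the splits of the libraries.

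Weakly counted genes rose with entinostat at day 10, where 983 of 1328 higher genes were not above background. Reads spread over genes without regard to expression remain an open source, because within groups the share of counts in the 920 of these genes that are not receptors followed the share in receptor genes (Pearson's r = 0.93, permutation p = 0.00013; r = 0.91 over the vehicle libraries alone and 0.83 without the 2 libraries farthest out). Weakly counted genes also differed between the vehicle groups by a median log2 fold change of 1.04, which decides nothing, since its SE of 0.015 is over genes that share the same libraries. With the receptor share as a covariate 39.6% of the 983 stayed called, their median log2 fold change went from 2.62 (median SE 0.72) to 1.84 (median SE 0.59), and 983 stayed above 0. That value decides nothing on release of silenced genes by the drug, since the covariate is partly confounded with treatment.

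Plasmacytoid dendritic cell transcripts fell with entinostat at both days. Dilution by spread reads is argued against, since the markers' median lies 2.38 log2 below that of other genes of at least 16 CPM (value −2.38, SD of the markers 1.09). Whether fewer such cells passed the gate or each held fewer transcripts cannot be told apart: the falls were unequal, with a variance 7.39 times the mean squared SE, above the bound of 4 set for this explanation, but that bound took no account of T cells also expressing some markers (Irf8 kept 370 CPM and Runx2 195 CPM with entinostat at day 17). A second test, added only after the first exceeded its bound, compared CPM lost at day 10 with CPM lost at day 17, which a fixed T cell level leaves out. All 18 markers fitted a multiple of 0.709 with squared residuals of 0.673 per degree of freedom, but the errors are broad, 17 of 18 markers lost CPM at both days while Ly6d did not, and lower expression by a common factor would give the same.

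Cytotoxic granule transcripts rose with entinostat at day 17. The shallow library and spread reads are argued against as the whole source, since on genes above background without that library 100% of the 10 higher members stayed called, and scaling is too, with 100% under library size alone and under cyclic loess. A larger share of T cells among the sorted cells stays open. T cell receptor genes had a median of 0.17, lower than that of the list by 0.61. That difference was set against an SE of 0.55, most of it the spread of the granule genes, and decided nothing. It is 2.95 times the SD of the T cell receptor genes, a measure added after the first. That measure leaves out the spread of the granule genes and the error between libraries, so it does not decide the question either. An effect of the drug on expression is a hypothesis that these samples cannot separate from a change in which CD8 cells were present.

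For entinostat at day 17 and both comparisons over time, 1 of 35 splits of the 8 libraries, the real one, gave as many genes. That is the smallest share 35 splits can give, and it was not adjusted over the comparisons. Chance is therefore argued against there but not excluded, and the splits do not tell whether libraries came from separate animals. The real and highest other numbers were 3190 and 0 for entinostat at day 17, 961 and 649 for vehicle over time, and 2393 and 0 for entinostat over time. Vehicle over time is the weakest of these, since leaving out single libraries also moved its number to between 212 and 2699. For entinostat at day 10, 1 of 35 splits also gave as many, 2534 with 574 as the highest other. There the libraries are paired, and the 8 splits that part all 4 pairs, that other split among them, are too few for a share under 5 in 100, while splits that part 2 pairs gave up to 459. For the difference of effects 4 of 100 drawn splits, the real one included, gave 82 or more, under the bound of 5 in 100. Other splits gave 85, 558 and 6401. Regrouping libraries also breaks up the entinostat effect shared by both days, so these splits do not test whether the 2 effects are equal. No conclusion on chance is drawn for this comparison, and the source of the 6401 was not tested.

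In 21 of 300 group tests a library stood apart from the other 3 of its group, where 5% of groups would by chance. The DNA replication score of entinostat day 10 replicate 3 was 5.32 against 5.57 to 5.59, and the cytotoxic granule score of vehicle day 17 replicate 1 was 6.32 against 5.29 to 5.40. The MHC class II score of vehicle day 10 replicate 2 was 5.02 against 6.59 to 6.71, and the dendritic cell score of entinostat day 17 replicate 4 was 4.26 against 3.74 to 3.80. The inhibitory receptor score of vehicle day 17 replicate 1 was 6.64 against 6.31 to 6.35, and the naive and memory score of entinostat day 10 replicate 2 was 7.74 against 7.47 to 7.49. Aspm had 42.9 CPM in vehicle day 17 replicate 4 and 29.1 to 30.4 CPM in the others, and Aspm had 29.9 CPM in entinostat day 17 replicate 3 and 49.5 to 53.3 CPM in the others. Bambi had 48.1 CPM in vehicle day 17 replicate 1 and 26.7 to 30.4 CPM in the others, and Bambi had 30.9 CPM in entinostat day 17 replicate 4 and 28 to 28.2 CPM in the others. Bst2 had 102 CPM in vehicle day 10 replicate 2 and 131 to 133 CPM in the others, and Fbn1 had 11 CPM in vehicle day 10 replicate 4 and 2.59 to 3.06 CPM in the others. Fxyd7 had 32 CPM in entinostat day 17 replicate 2 and 13.2 to 15.4 CPM in the others, and Gzmb had 1719 CPM in entinostat day 17 replicate 3 and 629 to 737 CPM in the others. Hdac3 had 136 CPM in vehicle day 17 replicate 3 and 117 to 118 CPM in the others, and Ifng had 133 CPM in vehicle day 10 replicate 4 and 191 to 192 CPM in the others. Itgam had 23.5 CPM in vehicle day 10 replicate 3 and 8.29 to 9.41 CPM in the others, and Myo10 had 95.5 CPM in vehicle day 17 replicate 1 and 47.9 to 53.8 CPM in the others. Pip5k1c had 483 CPM in vehicle day 17 replicate 3 and 365 to 378 CPM in the others, and Pld4 had 182 CPM in vehicle day 10 replicate 2 and 329 to 355 CPM in the others. Styk1 had 23.8 CPM in vehicle day 17 replicate 1 and 17.8 to 18.5 CPM in the others.

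By the direct test the entinostat effect differed between days for the following 16 genes, taken from those named for a small p or in the fixed set (Mcm5, Pgk1 and Tpi1, named as list members, passed as well). On the log2 scale the difference (day 17 minus day 10) was positive for Gzmb (1.71), Havcr2 (2.26), Mbd2 (1.86), Prf1 (1.78), Rgs16 (1.81), Setd8 (1.37) and Ybx3 (1.38). It was negative for Bambi (−1.35), Cd83 (−2.62), Fosl2 (−0.97), H2-Ob (−2.38), Hs3st3b1 (−1.07), Nrp1 (−1.10), Tbc1d4 (−1.74), Tnfrsf25 (−2.67) and Tyrobp (−1.27).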

How the results depend on the processing

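Most calls of named genes stayed under the other fits, and no called gene turned direction under any of them. Of 180 calls of named genes in the 5 comparisons, 178 stayed with DESeq2, 173 with limma-voom, 175 with RLE scaling, 166 with library size alone and 169 without the low-count filter. Of 174 calls testable there, 160 stayed on genes above background and 148 with cyclic loess. Results that turned direction were uncalled, and the cause of any change was not tested except where fewer genes or libraries entered. Depth is lowest in entinostat day 17 replicate 3, where weakly counted genes have few reads and counts of abundant genes did not scale with depth. Every alternative could be run except the fit of only the groups compared for the difference of effects, which needs all groups, and the block within each day was set up for the entinostat effects and their difference alone.

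Values beside genes are log2 fold changes. With DESeq2 the changed genes numbered 2158 (vehicle over time) and 563 (the difference of effects). In that fit the direction turned for Hdac1 0.0188 (entinostat at day 10). With limma-voom and weights the changed genes numbered 6746 (entinostat at day 10), 4899 (entinostat at day 17), 2804 (vehicle over time), 3934 (entinostat over time) and 244 (the difference of effects). There the direction turned for Hdac3 0.0182 and Cdkn1a 0.16 (the difference of effects). With RLE scaling the changed genes numbered 130 (the difference of effects). Here the direction turned for Hdac1 0.0204 (entinostat at day 10), Cdkn1a 0.00309 (the difference of effects). With library size alone the changed genes numbered 490 (vehicle over time) and 144 (the difference of effects). In that fit the direction turned for Hdac1 0.13, Hdac2 0.0192, Hdac3 0.0238, Pdcd1 0.0878, the naive and memory list 0.15 (median, adjusted p = 0.894) and the replication score 0.14 (entinostat at day 10), Tcf7 7.74e−05 (entinostat at day 17), Hdac3 0.0749 (vehicle over time), Hdac3 0.0017 (entinostat over time). Without the low-count filter the changed genes numbered 34 (the difference of effects). With a minimum count of 50 the changed genes numbered 1332 (entinostat at day 10) and 285 (the difference of effects). In that fit the direction turned for Hdac1 0.0938, Pdcd1 0.0532 and the naive and memory list 0.11 (median, adjusted p = 0.557) (entinostat at day 10), Tcf7 0.0241 (entinostat at day 17), Hdac3 0.0214 (vehicle over time), Hdac3 0.00274 (entinostat over time), Cdkn1a 0.0065 (the difference of effects). With only the groups compared the changed genes numbered 1458 (entinostat at day 10) and 636 (vehicle over time). There the direction turned for Hdac1 0.0655 and Pdcd1 0.0237 (entinostat at day 10). In the fit on genes above background the changed genes numbered 982 (entinostat at day 10), 531 (vehicle over time) and 329 (the difference of effects). Here the direction turned for Hdac1 0.12, Hdac2 0.00771, Hdac3 0.00665, Pdcd1 0.0793 and the naive and memory list 0.14 (median, adjusted p = 0.425) (entinostat at day 10), Tcf7 0.0509 (entinostat at day 17), Hdac3 0.0466 (vehicle over time), Hdac3 0.0315 (entinostat over time), Cdkn1a 0.00652 (the difference of effects). With the receptor covariate the changed genes numbered 1525 (entinostat at day 10) and 187 (the difference of effects). In that fit the direction turned for the naive and memory list 0.0276 (median, adjusted p = 0.815) (entinostat at day 10). With cyclic loess on genes above background the changed genes numbered 797 (entinostat at day 10), 281 (vehicle over time) and 312 (the difference of effects). There the direction turned for Mcm2 0.00614, Hdac1 0.18, Hdac2 0.0583, Hdac3 0.0969 and Pdcd1 0.14 (entinostat at day 10), Hdac3 0.0531 (entinostat at day 17), Mcm4 0.0396, Hdac1 0.0134, Hdac2 0.0372, Hdac3 0.13, Cd8a 0.13, Prf1 0.0693 and Pdcd1 0.13 (vehicle over time), Hdac3 0.0828 (entinostat over time), Cdkn1a 0.0461 (the difference of effects). Fitted above background without the shallowest library the changed genes numbered 1008 (entinostat at day 10), 1986 (entinostat at day 17), 560 (vehicle over time) and 227 (the difference of effects). Here the direction turned for Hdac1 0.12, Hdac2 0.00741, Hdac3 0.00651, Pdcd1 0.0787 and the naive and memory list 0.14 (median, adjusted p = 0.423) (entinostat at day 10), Hdac3 0.0463 (vehicle over time), Hdac3 0.0241 (entinostat over time), Cdkn1a 0.0676 (the difference of effects). With an estimated correlation, the call was lost for the mitosis list 0.58 (median, adjusted p = 0.648), the replication list 0.64 (median, adjusted p = 0.214) and the cytotoxic list 0.78 (median, adjusted p = 0.08) (entinostat at day 17), the mitosis list 0.50 (median, adjusted p = 0.345) and the replication list 0.67 (median, adjusted p = 0.0548) (the difference of effects). It was lost for all other lists that camera called too, except interferon genes (entinostat at day 17), cytotoxic and glycolysis genes (the difference of effects). With fry, the call was lost for the mitosis list 0.58 (median, adjusted p = 0.103) (entinostat at day 17), the mitosis list 0.50 (median, adjusted p = 0.295) (the difference of effects). Other lists that camera called were not by fry, such as class II (adjusted p = 0.0628) at day 10, inhibitory receptors (0.0651) at day 17, cytotoxic genes (0.0803) with vehicle over time, markers of stroma (0.0737) with entinostat over time, and T cell receptor (0.0565) and interferon (0.0639) genes for the difference of effects. With an estimated correlation on genes above background, the direction turned for the naive and memory list 0.14 (median, adjusted p = 0.942) (entinostat at day 10). With an estimated correlation on genes above background, the call was lost for the mitosis list 0.80 (median, adjusted p = 0.34) and the replication list 0.85 (median, adjusted p = 0.0592) (entinostat at day 17), the mitosis list 0.57 (median, adjusted p = 0.475), the replication list 0.74 (median, adjusted p = 0.0593) and the cytotoxic list 0.57 (median, adjusted p = 0.0593) (the difference of effects). With the median over the list, the direction turned for the replication score 0.0295 (entinostat at day 10).

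The replicate number pairs the libraries for entinostat at day 10 only. Of 24 pairs of groups and numbers, 11 had a correlation over 0.1, 9 matched best with their own number, and the correlations ran from −0.45 to 0.43. With the block the changed genes numbered 1561 (entinostat at day 10), 2724 (entinostat at day 17), 858 (vehicle over time), 2141 (entinostat over time) and 39 (the difference of effects). With the block within each day they numbered 1160 (entinostat at day 10), 2462 (entinostat at day 17) and 34 (the difference of effects). Neither block changed a day 10 call of a gene named in the text as selected for that comparison. The same held for the lists named there, leaving out cholesterol synthesis and T cell receptor genes, whose blocked list tests are not given here. The day 10 calls given for those lists therefore hold only for the fits without a block. Among genes not named for that day, the block within each day ended the calls of Foxp1 (edgeR adjusted p = 0.0524) and Ccl1 (0.0564). It added a call of Cd160 (0.0422). Foxp1 was among the 3 naive and memory genes called lower at day 10. With the block within each day on genes above background the changed genes numbered 663 at day 10, and the direction turned for Hdac1 0.12, Hdac3 0.00156, Pdcd1 0.0797, the replication list 0.00337 (median, adjusted p = 0.675) and the naive and memory list 0.14 (median, adjusted p = 0.318). With that block and the receptor covariate they numbered 830, and the direction turned for Hdac8 −0.00325, the mitosis list −0.0197 (median, adjusted p = 0.747) and the naive and memory list 0.11 (median, adjusted p = 0.911).

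Leaving out each library in turn, the changed genes ran from 910 to 4151 for entinostat at day 10, 1946 to 3658 for entinostat at day 17, 212 to 2699 for vehicle over time and 14 to 103 for the difference of effects. For entinostat at day 10 these uncalled results crossed 0: Bub1 (−0.60 to 0.22), Hdac1 (−0.088 to 0.0231), Hdac8 (−0.0629 to 0.21), Mki67 (−0.0278 to 0.23) and Pdcd1 (−0.13 to 0.017). So did the medians of the cytotoxic (−0.0363 to 0.0941), cytokine (−0.12 to 0.13), mitosis (−0.0835 to 0.37) and naive and memory (−0.0392 to 0.0605) lists, and the scores of replication (−0.0875 to 0.0702) and mitosis (−0.10 to 0.30). Over time with entinostat Hdac8 (−0.18 to 0.21) and Ifng (−0.11 to 0.26) did, and for the difference of effects Cdkn1a (−0.22 to 0.11) and Hdac3 (−0.16 to 0.00357).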

Other observations

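Other gene groups on the fixed lists were tested. At day 17 with entinostat 0 of 18 ribosomal protein genes passed, with a median log2 fold change of 0.26 (camera adjusted p = 0.0106, adjusted p = 0.703 with an estimated correlation). The score of the shallowest library was 8.02 and that of the other 3 was 7.25 to 7.36, so most of the rise in the score comes from that library (score difference 0.24, exact permutation test, 2-sided p = 0.371). On the genes above background 2 of them rose (camera adjusted p = 7.77e-05, adjusted p = 0.455 with an estimated correlation). For the difference of effects the median was 0.37 (camera adjusted p = 2.16e-08, adjusted p = 0.331 with an estimated correlation). Oxidative phosphorylation genes had 1 member higher of 18 at day 17 (0 adjusted over the list alone; camera adjusted p = 0.188), and 5 higher on the genes above background (camera adjusted p = 8.91e-05, adjusted p = 0.340 with an estimated correlation). Their score was 7.405 in the shallowest library, where the other 3 had 7.093 to 7.124 and vehicle day 17 libraries 7.018 to 7.172. At day 10 the median of these genes was −0.21 with 1 lower (1 adjusted over the list alone; camera adjusted p = 0.0014, adjusted p = 0.445 with an estimated correlation), and −0.06 on the genes above background, where the call was lost (camera adjusted p = 0.650). Unfolded protein response genes had 1 higher and 5 lower of 15 at day 10 (1 and 6 adjusted over the list alone; camera adjusted p = 0.00117, adjusted p = 0.431 with an estimated correlation), and 1 higher and 2 lower on the genes above background, where the call was lost (camera adjusted p = 0.264). Of 18 HDAC genes 0 passed at day 10, and 1 rose and 2 fell at day 17 (the same numbers adjusted over the list alone; camera adjusted p = 0.317 and 0.837). Of 6 neutrophil markers 4 rose at day 10 (4 adjusted over the list alone; camera adjusted p = 0.0386, adjusted p = 0.431 with an estimated correlation). Natural killer cell markers, 7 in number, rose in 2 cases and fell in 2 at day 17 (3 and 2 adjusted over the list alone; camera adjusted p = 0.153).

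The relation of interferon response to plasmacytoid dendritic transcripts within groups was a test chosen after the results were seen, with its prediction written before its own value. Over 16 libraries, as deviations from group means and without shared genes, Pearson's r was 0.43 (permutation p = 0.242) and Spearman's rho 0.41 (permutation p = 0.192). Without the 2 libraries farthest from the median on the plasmacytoid axis r was 0.14, so the relation rests on those libraries and the hypothesis that interferon response follows this content stays open, as 1 relation was computed.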
